A study of Mus musculus with 18 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

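Tail genomic DNA of 9 C57BL/6J/Nrs mice from 1 non-irradiated family (a sire, a dam and 7 offspring) had been compared with DNA of a reference male mouse by two-colour array comparative genomic hybridization, a method in which 2 DNAs carrying different dyes compete for the same probes and the ratio of the colours reports relative copy number. Each mouse was on 2 arrays with the dyes exchanged, so 18 arrays on 5 slides were used. Per the slide barcodes, the sire and dam shared a slide, and offspring 1 and 2, 3 and 4, and 5 and 6 were paired on 3 further slides. Offspring 7 was on a slide with no other mouse of this family. The 2 arrays of a mouse were treated as 1 replicate.

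The authors extracted the scans with Agilent Feature Extraction 10.7.1.1. The deposited processed signals of the green and red channels were in units of fluorescence intensity, after background subtraction, spatial detrending and linear dye normalization by that software, per the file headers. The deposited ratio column of the scanner files was the log10 of red over green. The authors' separate value table held log2 ratios of the 2 channels, which was checked against the processed signals (lowest absolute r 0.999 over the arrays). Other deposited columns held flags for outlier spots, saturation and signal well above background, and these are flags per the file headers, not measured amounts. Positions of the probes were on mouse build mm9, per the file headers. The annotation held was of a different build, so positions were not converted, no gene names were assigned and no GC correction was made. The probe list of the authors' first screening was not used here, so any autosomal probe was able to open a region.

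The log2 of the ratio of processed signals was turned to mouse over reference by the dyes in the labels. Spots flagged as nonuniform or population outliers were left out, repeat spots of a probe were averaged, and each array was centred on its autosomal median. An autosomal probe was called positive in a mouse when its log2 ratio had the same sign and an absolute value over 0.5 on both arrays. A region needed at least 2 positive probes of the same direction, each at most 3 probe positions and 5 kb from the next. Overlapping regions of the same direction in different mice were joined into family regions. A mouse carried a family region when the mean over its probes passed 0.5 in that direction on both arrays. A de novo candidate was a region called in an offspring with no positive probe of the same direction in either parent.

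For each family region carried by exactly 1 parent, the number of carriers among the 7 offspring was compared with equal odds by an exact two-sided binomial test with Benjamini-Hochberg adjustment over these regions. Offspring and parents were compared by exact two-sided permutation tests of the difference in means (36 splits), with the p of the smaller tail doubled. Autosomal probes were compared between the offspring, the sire and the dam with limma 3.58.1 (R 4.3.3) on the mean of the 2 arrays of each mouse, with a false discovery rate of 0.05. The spread came from the 7 offspring, and each lone parent was assumed to vary like them. The residual degrees of freedom were 6 and the prior degrees of freedom 3.93. Other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

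The thresholds, tests and most alternatives were chosen before the data were examined. The regions named below were chosen by a rule set at the same time: the 10 de novo candidates with the most positive probes, the 6 regions with the most probes among those carried by at least 1 parent, and the 3 probes of lowest adjusted p in each limma comparison that had any called probe. The alternatives for the regions were thresholds of 0.8 and 0.4, the mean of the 2 arrays in place of both arrays, no centring, a normexp background correction with offset 50, the authors' value table, outlier spots kept, only probes well above background on all 18 arrays, at least 3 positive probes per region, adjacent probes at most 1 kb apart, and a direct difference of an offspring from both parents. For limma the alternatives were also quantile normalization, slide as a random block, all 18 arrays with a dye term and mouse as a random block, an intensity trend with a robust prior, and leaving out each offspring in turn. The normexp alternative was made from the median foreground and background signals of the scanner files, where mean signals had been planned. Turning the ratios of offspring 1 and 2, shifting the labels of the second slide by 1 array (each of its 4 arrays takes the label of the next, the last that of the first), requiring non-overlapping positive probes, combining the turned ratios and this requirement with the direct difference, and grouping regions within 1 Mb into loci were added after the data had been seen.

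Calling was tested on simulated data by adding known changes to the offspring arrays at 200 sites per setting. For limma, independent random normal values were drawn with each probe's fitted spread, equal in all mice. In these values 200 of 169686 probes were changed in 1 parent. Every array held 174278 noncontrol spots for 170265 probes. The number of arrays limits the precision: each mouse had 1 dye-swapped pair, and neither parent had a replicate of its own.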

Results

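The data comprised 18 two-colour arrays of tail DNA from 9 mice of 1 non-irradiated C57BL/6J/Nrs family, namely 1 sire, 1 dam and 7 offspring, each hybridised in both dye orientations against a reference male mouse. The arrays carried 170214 autosomal probes on 19 autosomes, 48 probes on the X chromosome and 3 on the Y chromosome. Of neighbouring pairs of autosomal probes, 29.3% overlapped. The autosomal probes formed 14822 clusters separated by more than 5 kb, with a median of 15 probes per cluster.

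Median processed signals per array ranged from 814 to 956 intensity units in the green channel and from 807 to 964 in the red channel. The scanner's signal-to-noise ratio was 31.3 to 61.1 for green and 65.6 to 140 for red, and no spot was saturated. Between 98.1% and 99.9% of spots were well above background in both channels. Outlier spots numbered 98 to 376 per array. The spread of the log2 ratio between neighbouring probes, as a derivative SD, was 0.14 to 0.22 per array, and the median SD of repeat spots was 0.06 to 0.09. Before centring, the autosomal median log2 ratio of mouse over reference lay between −0.02 and 0.02 on every array.

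The sex chromosome probes served to examine the labels of the parents and the direction of the ratio. The median log2 ratio of the X probes was 0.02 (SD 0.06 over 48 probes) in the sire and 0.91 (SD 0.11) in the dam, a difference of 0.89. In offspring 1 to 4 it was 0.01, 0.02, −0.01 and 0.01, and in offspring 5 to 7 it was 0.87, 0.87 and 0.88. The median over the 3 Y probes was −0.06 in the sire and −2.66 in the dam, a difference of −2.60. With the normexp correction this difference was −0.60, while that of the X probes was 0.84. At the Y probes at 731532–731591 and 784163–784222 the dam's channel was not well above background on either array, so their ratios are bounds: the reference signal was at least 3.88-fold and at least 4.59-fold higher than the dam's. The Y probe at 1673660–1673709 was well above background in the dam, with a log2 ratio of −0.46 against −0.06 in the sire. The labels give no sex for the offspring. The paper included sex-linked probes in its first array to determine the sex of the mice. On the X and Y probes here, offspring 5 to 7 read like the dam and offspring 1 to 4 like the sire, as females and males would.

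**Figure D1:**
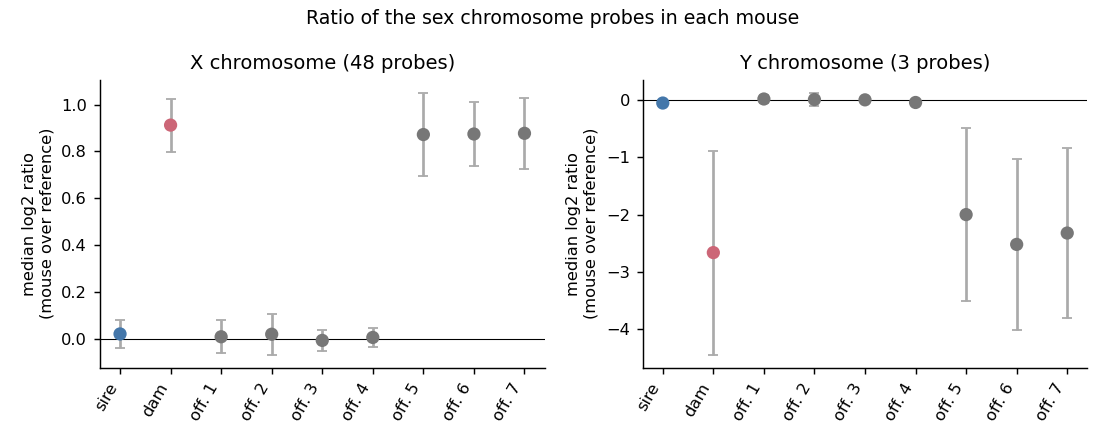
Median log2 ratio of mouse over reference on the X probes and on the Y probes, on the vertical axes, for each of the 9 mice, with bars for the SD over probes. The dam lies 0.89 above the sire on the X probes and below it on the Y probes, where 2 of the 3 probes were at background in the dam.

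The next comparison asked how many autosomal probes departed from the reference in each mouse. The sire had 177 positive probes, 171 of them lower than the reference, and the dam had 180, 114 of them lower. The offspring had 154.6 ± 100.9 (SD, n = 7), from 45 in offspring 3 to 303 in offspring 7. The count followed the losses on chromosomes 3 and 4 described below. Mice with the chromosome 4 loss (sire, offspring 4, 6 and 7) had 177, 222, 229 and 303. The dam and offspring 5, with the chromosome 3 losses but not that one, had 180 and 158. Offspring 1, 2 and 3, with neither, had 58, 67 and 45. The chromosome 4 loss gave up to 61 and 74 positive probes in its 2 regions. As a share of autosomal probes, the 9 mice ranged from 0.0265% to 0.178%. The threshold moved the count most among the alternatives that kept the rule of both arrays, with an offspring mean of 57.4 at 0.8, and using the mean of the 2 arrays raised it to 341.1. Probes past 0.5 on both arrays but in opposite directions, which a copy number change does not give, numbered 167 to 1624 per mouse. They exceeded the positive probes in every mouse. Across probes, the log2 ratios of the dye-swapped arrays of a mouse had a Pearson r of −0.71 to −0.37, and probes are not independent replicates.

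**Figure D2:**
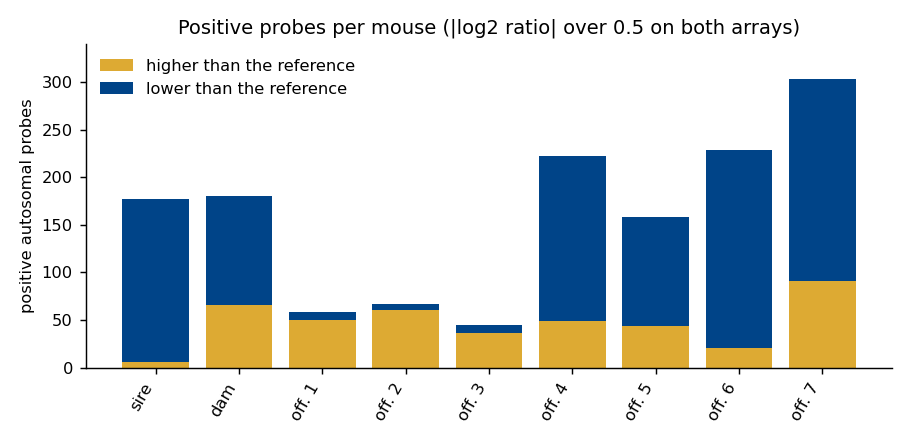
Number of positive autosomal probes (vertical axis) in each of the 9 mice (horizontal axis), stacked by whether the log2 ratio was higher or lower than the reference by more than 0.5 on both dye-swapped arrays. Offspring 7 has the most, with 91 higher and 212 lower, and offspring 3 the fewest, with 36 higher and 9 lower; in offspring 1 and 2 the direction is that of the labels.

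The counts were also compared between the generations. Those of positive probes followed the losses named above, so they are not counts of separate events. The offspring had fewer positive probes than the parents on average (154.6 against 178.5, exact two-sided permutation p = 0.833), a difference within the spread between offspring. Probes of opposite direction averaged 588.7 ± 534.2 (SD, n = 7) in the offspring and 781 in the parents (exact permutation p = 0.611). Called regions averaged 13.0 ± 7.12 (SD, n = 7) in the offspring against 9.5 in the parents (exact permutation p = 0.667). The SD of the dye-swap mean over probes was 0.09 in the offspring and 0.11 in the parents (exact permutation p = 0.333). The adjusted p over these 4 tests was 0.833 for each. These p values double the smaller tail, which with 36 splits cannot go below 0.0556. With the exact permutation p taken from the absolute difference instead, a choice made after the data were seen whose smallest value is 0.0278, the 4 p values were 0.833, 0.639, 0.583 and 0.361. Both parents were on a slide without offspring, so generation and slide cannot be told apart here.

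Regions were then joined over the family. The sire had 6 regions, the dam 13 and the offspring 4 to 24. Together they formed 39 family regions, 26 of higher and 13 of lower ratio, which fell into 12 loci when regions within 1 Mb were grouped. Of the 39 regions, 19 had no more than 2 positive probes in any mouse, and in 10 of these the probes overlapped each other. The sire alone carried 2 regions, the dam alone 8, both parents 1, and neither parent 28. Carrying needed a regional mean past 0.5 on both arrays, so some of the 28 were still called in a parent. For example, the region from 101203277 on chromosome 4 was called in the dam, whose arrays had means of 0.496 and 0.887. At the simulated sites, a loss of 1 of 2 copies was called in 97% of sites with 2 changed probes and in 100% with 3 or more. A gain from 2 to 3 copies was called in 22% of sites with 2 probes, 62.5% with 5 and 99.5% with 20. With the change scaled down as on the X probes, gains were called in 73% of sites at 20 probes. Short gains were therefore often not detectable with these arrays. Each simulated change was of equal size at every probe, at sites free of positive probes. In the 2 regions of the chromosome 4 loss at 105416342–105444491, no mouse had more than 61 of 67 or 74 of 86 probes positive. Real short losses may therefore be missed more often than the simulated ones.

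**Figure D3:**
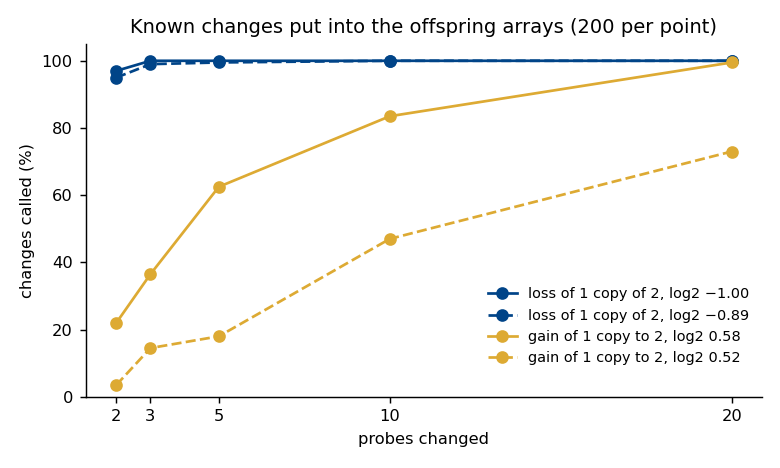
Share of simulated copy number changes that were called, in percent (vertical axis), against the number of changed probes (horizontal axis), for losses and gains at full size and scaled down as on the X probes, with 200 sites per point. Losses were called in 95% or more of sites at each length, gains in 3.5% to 99.5%.

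The 10 regions carried by exactly 1 parent were used to ask how parental regions passed to the offspring. They fell into 5 loci. Of 70 possible transmissions, 26 (37.1%) were seen. No region departed from equal odds in the exact two-sided binomial test, with a lowest unadjusted p of 0.453, a lowest adjusted p of 1, and 0 regions under an unadjusted p of 0.05. The smallest p possible with 7 offspring was 0.0156. After adjustment over the 10 regions, a single departing region could therefore not have reached 0.05. Regions of the same locus are not independent. The count moved to 31 regions when positive probes had to be adjacent and at most 1 kb apart, and to 5 with at least 3 positive probes. Of the 10 regions, 4 lay in the gain of the dam on chromosome 4 between 101110482 and 101262201 and gave 9 of the 26 transmissions. Over the 233 probes of that locus the median log2 ratio was 0.48 in the dam and 0.50, 0.52, 0.46 and 0.41 in offspring 3, 4, 5 and 7, so these mice lay at the threshold and the carrier counts there depend on it. The ratios of offspring 1 and 2 ran opposite to those of the other mice at some probes, and with these ratios turned the share was 40% (28 of 70). At the chromosome 4 gain the 2 arrays of offspring 1 had medians of −0.45 and 0.03 and those of offspring 2 had −0.03 and −0.40, while the arrays of each other mouse differed by 0.08 or less. With the labels of this slide shifted by 1 array, an alternative chosen after the data were seen, the share was 41.4% (29 of 70). Values of offspring 1 and 2 are given by the labels and carry this limit.

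The longest loss was on chromosome 4 (mm9), where 2 neighbouring regions spanned 105416342–105444491, or 28.15 kb with 157 probes. In the region 105429985–105444491 (86 probes) the mean log2 ratio was −0.80 in the sire, 0.00 in the dam, −0.84 in offspring 4, −0.73 in offspring 6 and −0.64 in offspring 7. In the region 105416342–105429498 (67 probes) it was −0.88 ± 0.05 in the sire, where ± is the distance of either array from their mean, and −0.90, −0.83 and −0.73 in offspring 4, 6 and 7. Offspring 1, 2, 3 and 5 were between −0.03 and 0.03 in both regions. The nearest probe lay 570 kb to the left and 126 kb to the right, and the flanking probes were near 0, so the array does not resolve the ends of this loss. The loss was thus seen in the sire and in 3 of 7 offspring (exact binomial p = 1).

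**Figure D4:**
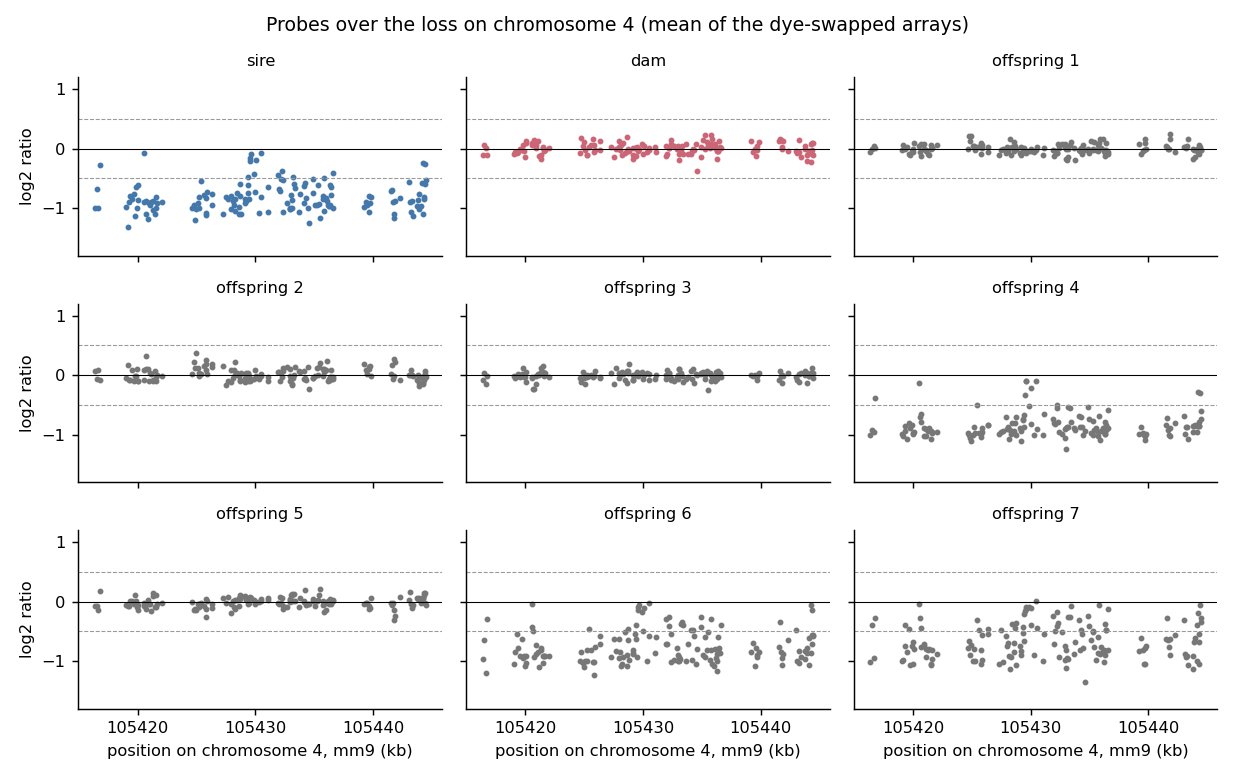
Log2 ratio of mouse over reference (vertical axes) for each probe between 105416342 and 105444491 on chromosome 4 of mm9 (horizontal axes, kb), 1 panel per mouse, each point the mean of the 2 dye-swapped arrays. The sire and offspring 4, 6 and 7 have medians of −0.87, −0.89, −0.84 and −0.74, and the dam and the other offspring lie near 0.

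On chromosome 3 the dam carried 2 losses, at 25416456–25422260 (29 probes) and 25432407–25434098 (14 probes). The first had a mean log2 ratio of −2.03 in the dam, −1.97 in offspring 5, −1.97 in offspring 6 and −1.86 in offspring 7. The second had −2.02 in the dam and −1.90, −1.91 and −1.85 in offspring 5, 6 and 7. The sire and offspring 1 to 4 lay between −0.04 and 0.03 in both. The same 4 mice had low ratios on the Y probes. The stretch between the 2 losses held no probe over 10138 bp. On chromosome 14, the region 40260057–40261018 (14 probes) had a mean of −0.75 in the dam and 0.03 in the sire. It was −0.82, −0.70 and −0.63 in offspring 4, 5 and 7, and near 0 in offspring 3 and 6. Offspring 1 and 2 had 0.68 and 0.63 with the direction the labels give. With their ratios turned, the carriers were 5 of 7 (exact binomial p = 0.453). The last of the 6, on chromosome 4 at 101161707–101162968 (4 probes), was higher in the dam (0.65) and in offspring 4 (0.55) and 7 (0.67) on both arrays (2 of 7 carriers, exact binomial p = 0.453). Offspring 3 had 0.50 and offspring 5 had 0.44 there, close to the threshold.

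**Figure D5:**
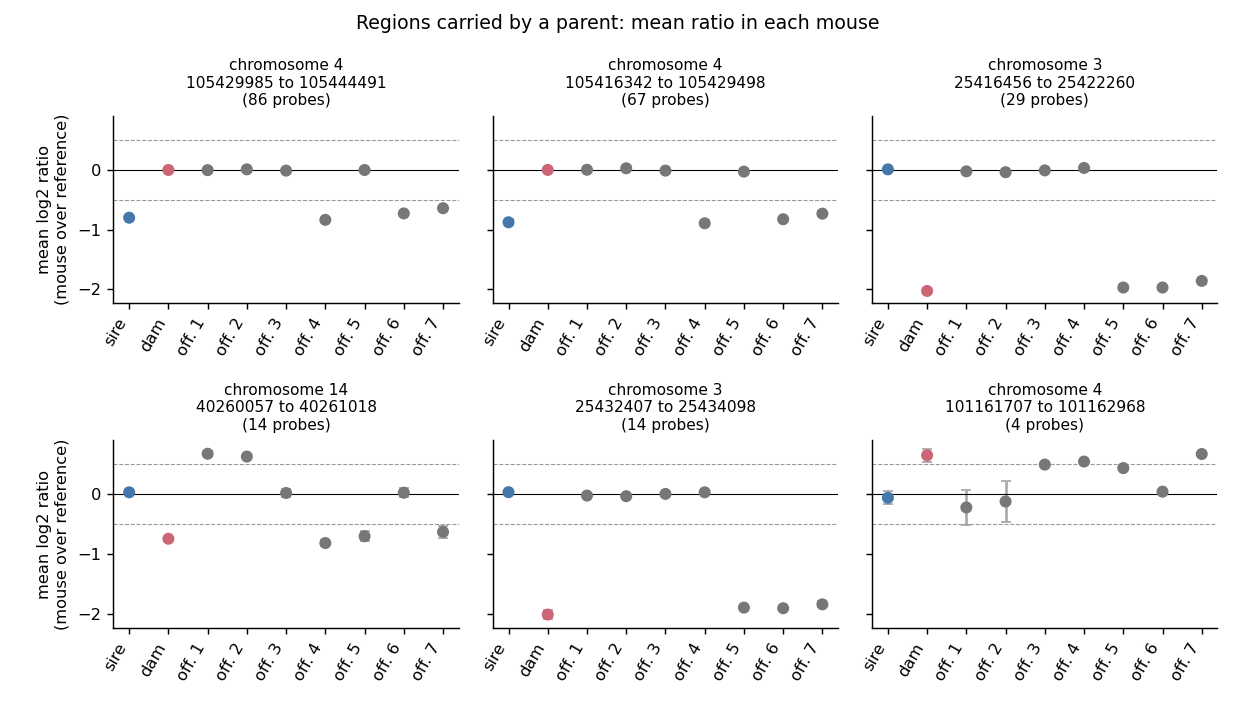
Mean log2 ratio of mouse over reference (vertical axes) in the 6 named regions carried by a parent, for each of the 9 mice, with points for the mean and bars reaching the values of the 2 dye-swapped arrays. The chromosome 3 losses lie at −1.85 or lower in the dam and offspring 5 to 7, and the chromosome 4 losses between −0.90 and −0.64 in the sire and offspring 4, 6 and 7.

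The regions with no positive probe of the same direction in either parent addressed the question of new copy number changes in the offspring. There were 20 de novo candidates in 7 loci. At 1 of them, on chromosome 4 at 101261239–101261497 (3 probes), the dam's mean log2 ratio of 0.53 passed the threshold on both arrays although no single probe did, so it was also among the 10 regions carried by exactly 1 parent. This candidate was singled out after its values were seen. The candidates numbered 5, 4, 5, 8, 5, 1 and 3 in offspring 1 to 7, with a candidate shared by several offspring counted in each. In 5 of the 20 the positive probes all overlapped. Alternatives moved the count from 20 down to 6 at a threshold of 0.8, 9 with at least 3 positive probes, 10 when the offspring had to differ from both parents, and 0 when that difference, non-overlapping probes and turned ratios of offspring 1 and 2 were combined, a combination chosen after the data were seen. Turning offspring 1 and 2 gave 15, and shifting the labels of their slide by 1 array gave 17.

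Of the 10 candidates with the most positive probes, 5 lay on chromosome 4 between 101112542 and 101221946, and their ratios were also raised in the dam. At 101119541–101120519 (10 probes) the mean log2 ratio was 0.52, 0.54, 0.51 and 0.47 in offspring 3, 4, 5 and 7, against 0.46 in the dam and −0.02 in the sire. The candidates at 101221266–101221946 and 101112542–101113329 (6 probes each) had 0.54 and 0.51 in offspring 4, against 0.47 and 0.45 in the dam. At 101176554–101176865 (4 probes) offspring 3 and 4 had 0.63 and 0.62 and the dam 0.46. At 101141477–101141940 (4 probes) offspring 3 and 5 had 0.57 and 0.49 and the dam 0.40. Altogether 11 of the 20 candidates lay at this locus.

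Another 4 of the 10 were on chromosome 14. At 40260308–40261018 (11 probes) offspring 1 and 2 had 0.77 and 0.71, the sire 0.02 and the dam −0.83. At 53987183–53988071 (10 probes) offspring 1 and 2 had 0.51 and 0.55, and both parents −0.41. At 54292193–54296879 (5 probes) offspring 1 and 2 had 0.65 and 0.61, the sire −0.60 and the dam −0.55. At 53987464–53987929 (5 probes) offspring 3 had −0.59, the sire −0.47 and the dam −0.41. The last, on chromosome 10 at 97112476–97112551, rested on 2 overlapping probes. It was 1 of 11 candidates tied at 2 positive probes and had the largest absolute mean of these. Offspring 1 and 2 both had −1.48 there, against 1.25 in the sire and 1.19 in the dam. In the authors' value table, read with 1 direction for all arrays, the candidates of offspring 1 and 2 changed sign. Outside the rule, and chosen after its values were seen, a loss on chromosome 5 at 105234703–105234792 (2 overlapping probes) had −0.66, −0.64 and −0.99 in offspring 5, 6 and 7, against 0.03 in the sire and 0.02 in the dam. It was called in offspring 6 and 7, and turning offspring 1 and 2 left it a candidate. A loss on chromosome 7 at 18817154–18817241 (2 overlapping probes), also chosen after its values were seen, had −1.21, −1.08 and −1.09 in the same 3 offspring, −0.37 in the dam and 0.10 in the sire. It was not among the 20 candidates, and was one when the offspring had to differ from both parents. These 3 offspring and the dam had the low ratios on the Y probes. Gains on chromosome 8 at 37019817–37019885 and chromosome 9 at 81668652–81668721 (2 overlapping probes each) were also chosen after their values were seen. The first had 0.72 and 0.57 in offspring 5 and 6, −0.21 in the sire and −0.23 in the dam. The second had 0.77, 0.70, −0.26 and −0.50 in the same order. Both were called in offspring 5, and turning offspring 1 and 2 left them candidates. Offspring 5 and 6 shared a slide, so an effect of that slide remains open.

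Single autosomal probes were compared between offspring and each parent, and between the parents, with limma. Offspring against sire gave 0 called probes of 170172 (8334, or 4.90%, at an unadjusted p under 0.05), with a lowest adjusted p of 0.148. Offspring against dam gave 2 called probes, both lower in the offspring, of 170198 (14700, or 8.64%, at an unadjusted p under 0.05). Dam against sire gave 0 of 170156 (16150, or 9.49%, at an unadjusted p under 0.05), with a lowest adjusted p of 0.0798. The alternative that moved these most was slide as a random block, which gave 543 probes for dam against sire. In simulated data, limma called 99% or 99.5% of probes with 1 of 2 copies lost in a parent when offspring were compared with that parent, and 85.5% or 86% of gains from 2 to 3 copies, with 7 to 9 unchanged probes called beside them. For dam against sire it called 95.5% or 94.5% of losses but 37.5% or 50% of gains, so a gain in 1 parent was often not detectable in that comparison. The simulated parents varied like the offspring by construction and had no slide effect, so recovery in the real parents may be lower.

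For offspring against dam, the probe A_67_P08713680 on chromosome 17 (10379210–10379269) had a log2 difference of −1.09 (SE 0.08, limma adjusted p = 0.0181), and all 7 offspring were below the dam. The dam's 2 arrays gave 0.08 and 2.19 at this probe, so 1 array decided the value. The probe A_67_P02072343 on chromosome 10 (15834431–15834490) had a difference of −0.71 (SE 0.06, limma adjusted p = 0.0419), again lower in 7 of 7 offspring, and was well above background on 8 of 18 arrays. The probe A_67_P15871351 on chromosome 9 (3735404–3735463) came next with 1.06 (SE 0.12), higher in 7 of 7 offspring, and its limma adjusted p of 0.202 did not pass the threshold. Leaving out single offspring changed the call of the first probe in 5 of 7 cases and that of the second in 6 of 7.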

Values the study reported

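The study reported de novo deletions in 11 of 156 non-irradiated offspring (7.1%) and in 29 of 142 offspring of irradiated males (20.4%).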

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

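The dye-array and Y chromosome tests below were chosen only after the result was seen, whereas that of the flanking probes was set beforehand. Of 50 sets of 7 offspring values examined for a value far from the others, 1 stood out, and chance alone gives about 1 in 20.

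The value that stood out was that of offspring 7 at a loss on chromosome 11 (mm9, 59716757–59716844, 88 bp), a mean log2 ratio of −1.33. The dam had −0.68, offspring 5 had −0.51 and offspring 6 had −0.47 there, and the highest-lying of these 4 mice was still below the lowest of the other 5, at −0.17. A fault of 1 array was argued against by the pair of arrays, which gave −1.25 and −1.42. A longer deletion in offspring 7 was argued against by the 6 nearest probes that did not overlap the region, with a mean log2 ratio of −0.0217. Sequence shared with the Y chromosome may contribute: the 4 mice with low Y probes were the 4 lowest mice here. It leaves open why offspring 7 lay 0.66 below the nearest of them, when the arrays of one of these mice differed from their mean by up to 0.24. This explanation and a short variant of offspring 7 cannot be told apart from a ratio over a region of 88 bp. Offspring 7 was also the only mouse of this family on its slide. Its arrays had the lowest shares of spots well above background (98.8% and 98.1%), and it had the most probes of opposite direction (1624). An effect of that slide on these probes cannot be told apart from one of the mouse, since both of its arrays were on it. No biological explanation was tested.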

How the results depend on the processing

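The alternatives with offspring 1 and 2 turned, with the second slide shifted by 1 array, with non-overlapping positive probes, with the turned ratios, such probes and the difference from both parents together, and the p from the absolute difference were tests chosen only after the result was seen. Over 37 results there were 369 values under alternatives. The direction and side of the threshold, or a value within the spread, held for 281. A limma count was also taken to hold when close to the main one, as with 3 against 2 probes. The transmission tests passing 0.05 after adjustment were counted here too, although so few offspring could hardly move that number. Another 51 moved further, 20 lost their call and 17 changed sign. The cause of these changes was not tested, except where the alternative's own construction shows it.

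The difference between dam and sire on the X probes held under each alternative run (0.84 to 0.89). On the Y probes it was −0.60 with normexp, where the main value was −2.60. That main value rests on a probe at background in the dam, so its size is not exact. The share of transmissions stayed between 29.6% and 42.9%, while the number of regions carried by exactly 1 parent (10) was 31 with adjacent probes at most 1 kb apart, 25 at a threshold of 0.4 and 5 with at least 3 positive probes. With adjacent probes the sire had 20 regions (main 6). A higher threshold admits fewer probes by construction and a lower one more. The offspring mean of positive probes was 57.4 at 0.8, 261.0 at 0.4 and 341.1 with the mean of the 2 arrays. The offspring mean of called regions was 6.29, 23.7 and 23.9 under these 3 settings and 6.14 with at least 3 positive probes. The de novo candidates (20) were 6 at 0.8, 9 with at least 3 positive probes, 10 with the difference from both parents, and 0 with that difference, non-overlapping probes and offspring 1 and 2 turned together. The other settings gave 15 to 30.

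The offspring minus parents difference changed sign for positive probes with normexp (34.9, main −23.9). For probes of opposite direction it did so with normexp (467.9) and at 0.8 (6.21, main −192.3). For called regions it did so at 0.8 (−1.21) and with at least 3 positive probes (−0.36, main 3.50). At 0.8 the sire had 12 regions and the dam 3. The exact permutation p of these 3 counts ran from 0.278 to 1 over the settings, so no direction was established. The authors' value table and turning offspring 1 and 2 reversed the same named candidates by construction: −0.77 for offspring 1 at 40260308 and −0.65 at 54292193, −0.55 for offspring 2 at 53987183, all on chromosome 14, and 1.48 for offspring 1 on chromosome 10 at 97112476. Shifting the second slide by 1 array gave −0.73, −0.62, −0.53 and 1.32 in the same order.

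In limma, offspring against dam (2 probes) gave 5 with normexp, 1 with trend and robust prior, 1 with the second slide shifted by 1 array, and 0 with quantile normalization, with probes well above background only, and with 18 arrays, a dye term and mouse as a random block. With normexp neither probe named for this comparison was called: A_67_P08713680 had −0.30 (limma adjusted p 0.702) and A_67_P02072343 had −0.09 (limma adjusted p 0.758). In the order given, the 3 settings with 0 probes had 5271, 14518 and 15098 probes at an unadjusted p under 0.05. Dam against sire (0 probes) gave 5 with normexp, 543 with slide as a random block, and 5 with offspring 1 and 2 turned. Offspring against sire (0 probes) gave 1 with offspring 1 and 2 turned. Both parents share a slide, so the block with a correlation of 0.475 makes their difference more precise by construction. Without single offspring the counts were 0 to 2 for offspring against sire, 0 to 3 for offspring against dam and 0 to 3 for dam against sire. Leaving out offspring 2 gave 2, 0 and 3, and leaving out offspring 7 gave 3 for offspring against dam. Over the offspring left out, the limma adjusted p was 0.00223 to 0.0886 for A_67_P08713680 and 0.0492 to 0.209 for A_67_P02072343.

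A GC correction was not run, as probe sequences were not used here and the reference genome was of another build. No paired analysis was possible because each parent is a single mouse and the numbers of the offspring pair them with no other sample. Signal over background limits the probes at the low end: 3698 probes were not well above background in both channels on all 18 arrays, and 528 were missing on at least 1 array after outlier spots had been left out.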

Other observations

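The test of overlapping probes was set beforehand. The tests of the dye labels, of the reference DNA, of the chromosome 3 losses, of the dye bias and noise, of the chromosome 4 gains, of the pairing of arrays on the second slide, and of the losses on chromosomes 5 and 7 were chosen only after the result was seen.

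Offspring 1 and 2, which shared a slide, ran opposite to the other 7 mice. Where all of those 7 were past 0.5 the same way, 14 of 14 probes had the opposite sign in both, and 11 were past 0.5 the opposite way. These probes lay on 3 chromosomes, 11 of them on chromosome 14. Over 64 probes between 53987183 and 54361298 on chromosome 14, the medians of offspring 1 and 2 were 0.44 and 0.42, while the other mice were below 0. In the authors' value table, the 4 arrays of this slide were mouse over reference by the labels, and the 14 others were reference over mouse. Reversed dye labels on this slide may explain both observations (14 of 14 probes). A different reference DNA on this slide remains open: outside the called regions, the mean r across 169005 probes between offspring 1 or 2 and another mouse was −0.0941 (−0.487 to 0.483), and that between the other mice was 0.00826 (−0.316 to 0.407), ranges that overlap. These explanations cannot be told apart by that r, since probes outside the regions shared little between any mice. No biological explanation was tested.

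The 2 arrays of offspring 1, and those of offspring 2, also differed from each other at the gain on chromosome 4 between 101110482 and 101262201 (233 probes). Their medians differed by 0.474 and 0.364, against at most 0.08 in each of the other 7 mice, which argues against random noise of single arrays and against reversed dye labels alone. When each array was paired with the other mouse's array of the other dye, the differences were 0.0499 and 0.0606. Labels exchanged between the 2 mice on this slide are a candidate explanation. A shift of the 4 labels by 1 array would reverse the dyes and exchange the mice at once, in either direction, so it does not tell which of the 2 mice carries the gain. The values of these mice one by one, and regions called in them, rest on labels that may be wrong, and the shift gave 17 de novo candidates and 41.4% of transmissions.

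The chromosome 3 losses appeared in the dam and in offspring 5, 6 and 7, the 4 mice with low Y probes. This set was read from the data, as the labels give no sex for the offspring. On the X and Y probes these mice read as females. Loss and low Y probes went together, present or absent, in 9 of 9 mice. Sequence shared with the Y chromosome is a candidate explanation. A deletion of 1 autosomal copy inherited from the dam alone was argued against: with the sire at 0.03 or lower, such a loss would give no less than −1, and the least negative value in an offspring carrying them was −1.85. The chromosome 4 losses at 105416342–105444491 lay between −0.90 and −0.64 in the mice carrying them. If the losses on chromosome 3 reflect the Y chromosome, their passage to 3 of 7 offspring may not be that of an autosomal variant. The gain on chromosome 18 at 35428246–35428306 (2 overlapping probes), chosen after its values were seen, was carried by the dam and not the sire. Its mean log2 ratio was 0.91 in the dam, 0.53, 0.70 and 0.83 in offspring 5, 6 and 7, and 0.04 in the sire. Offspring 3 and 4 had −0.06 and 0.01, and offspring 1 and 2 had −0.15 and −0.13 with their ratios turned. The 4 mice with low Y probes were thus the highest. Sequence shared with the Y chromosome would lower the ratio in these mice, so it does not account for this gain. The same mice had the high ratios on the X probes, so the passage of this gain too may not be that of an autosomal variant.

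The losses on chromosome 5 at 105234703–105234792 and on chromosome 7 at 18817154–18817241 were carried by the same 3 offspring, but the dam differed. On chromosome 5 sequence shared with the Y chromosome was argued against by the dam, whose mean log2 ratio was 0.0247, with the offspring at −0.64 or lower. On chromosome 7 the 4 mice with low Y probes were the 4 lowest, so such sequence may contribute, but the dam lay 0.715 above the nearest of the offspring. This and a variant of the offspring cannot be told apart from 2 overlapping probes. No biological explanation was tested.

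The log2 ratios of the 2 arrays of a mouse correlated negatively across probes, with r from −0.71 to −0.37. Random noise of single arrays was argued against, since the dye-swap difference correlated between different mice, with r from 0.630 to 0.889 over 36 pairs of mice. These values are in line with a dye bias of single probes, which averaging over a dye-swapped pair reduces. Probes are not independent replicates.

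Many short regions rested on overlapping probes. Outside the regions, the r of neighbouring probes was 0.139 to 0.370 where they overlapped and 0.0282 to 0.123 where they did not. It was higher for overlapping neighbours in 9 of 9 mice, by at least 0.111. Overlapping probes may thus respond alike to 1 stretch of sequence, although they also lie closer together, which this test did not separate. A short region of overlapping probes may therefore amount to less than 2 independent measurements, and 10 of the 39 family regions had overlapping positive probes only. No biological explanation was tested.

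The 11 de novo candidates on chromosome 4 between 101112542 and 101261497 may reflect a gain of the dam at the threshold. Over these candidates the dam's mean log2 ratio was 0.40 to 0.53, and the sire's −0.05 to 0.06. Over all 233 probes from 101110482 to 101262201, the median was 0.48 in the dam, 0.00 in the sire, 0.50, 0.52, 0.46 and 0.41 in offspring 3, 4, 5 and 7, and 0.00 in offspring 6. In offspring 1 and 2 it was −0.21 and −0.19, each the mean of 2 arrays that disagreed, as described above. With the difference from both parents required, there were 10 candidates, none of them on chromosome 4. As the dam lay close to offspring 3, 4, 5 and 7 here, this follows from the values above and adds no separate evidence.

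Candidates of lower ratio were found in 5 of 7 offspring (71.4%) with the direction the labels give, in 5 (71.4%) with the difference from both parents required, in 3 (42.9%) with offspring 1 and 2 turned, in 4 (57.1%) with the second slide shifted by 1 array, and in 0 with the 3 requirements together. The first 4 of these shares are higher than the share of non-irradiated offspring with de novo deletions quoted from the study, and the last is lower. The candidates come from 1 family, without the study's first screening and without its check by PCR, so the shares do not measure the same quantity.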
